A study of Mus musculus with 6 samples. Its data were reported in "APOE modulates microglial immunometabolism in response to age, amyloid pathology, and inflammatory challenge" (2023).

How the data were processed

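Spatial transcriptomes were measured on 6 coronal hemibrain sections of female mice in which the mouse Apoe gene had been replaced by human APOE3 or APOE4 (E3 and E4 mice). Visium slides capture polyadenylated RNA on a grid of barcoded spots, each of which covers several cells, and count each captured molecule once by a unique molecular identifier (UMI). There was 1 section for each of the 2 genotypes in each of 3 conditions: young mice of 3 months, aged mice of 24 months, and mice of 12 months that carried the 5xFAD transgenes, which include mutant human APP, are driven by Thy1 promoter cassettes and lay down amyloid plaques. The deposited values are counts: UMIs per gene and spot barcode, made by the authors with Space Ranger 1.3.0 and STAR 2.5.1b according to their methods, which name mm10. The labels name GRCh38 beside mm10, and the deposited matrices list genes of both genomes. No normalization was applied. The headers name version 2.0.0 for the E3 5xFAD section and 1.2.2 for the other 5 sections. The names of the deposited data carry 1 prefix for the 5xFAD pair and another for the other 4 sections. If these mark slides or runs, which is not given in the sources used here, that difference coincides with 5xFAD against the rest, so no batch could be modelled for it. Gene coordinates below are for mm10.

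Spots that the deposited tissue mask marks as tissue and that also have a barcode in the count matrix were used, 14524 in all. The masks mark 16979 spots, of which 2455 had no barcode in the matrices. The matrices covered 99.9% of the mask in E3 5xFAD and 75.9% to 86.0% in the other 5 sections. Whether masks and matrices come from the same run is not known here, which limits every spot number, position and share below. Barcodes outside the mask had low counts (medians of 467.5 to 1622.5 UMIs, and 5334.5 for 6 barcodes of E3 5xFAD). From the human part of the reference, 3 genes, of which APOE and APP are reported here, were kept, because mice carry these as transgenes or as the replaced gene. With the mouse genes this gave 32288 genes. No spot was removed for low depth in the main analysis, and no doublet call applies to spots.

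Spots were placed in regions by clustering. UMIs were scaled to 10000 per spot and log-transformed, 3000 variable genes were taken, UMI number and mitochondrial share were regressed out, and each gene was centred within its section to lessen the part that differences between sections play in the regions. A shared nearest neighbour graph (20 neighbours, 20 principal components) was split by the Louvain method at a resolution of 0.8, with the best of 10 starts, into 21 clusters. Each cluster took the region, among 8, whose fixed marker genes had the highest mean z score. A cluster of 152 spots led by at least 3 habenula genes among its 10 leading genes was left unnamed, a rule chosen after the clusters were seen. A second clustering without section centring, which follows the methods of the study, gave 19 clusters and placed 96.3% of spots in the same region. The main exception was E4 young, where the thalamus had 395 spots with centring, 108 of them in a cluster with 91.5% of its spots in that section, and 289 without, while the hypothalamus had 276 and 391. For this clustering 2 rules picked clusters out: over 60% of a cluster's spots in 1 section, and over 90% in the pair of 5xFAD sections. The second was added after the first had found no cluster.

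With 1 section per group, no test can be made between 2 sections. For E4 against E3 within each condition, and for aged or 5xFAD against young within each genotype, the UMIs of a region were summed per section and each gene was expressed as CPM relative to all UMIs of that region and section and the log2 ratio was taken, with an exact 95% interval from the conditional binomial distribution (Clopper-Pearson). Levels have exact 95% Poisson intervals and shares have exact binomial intervals. All these intervals cover counting error only, not differences between mice. For each of 31 gene lists, the median log2 ratio was taken over members with at least 20 UMIs in both sections together, with 0.5 UMI in place of 0, and was ranked among 10000 random lists matched on mean expression in 25 bins. This percentile describes the libraries compared and is no test of genotype or condition.

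Across sections, an additive model with genotype and condition was fitted to the 6 sums of a region, with edgeR's quasi-likelihood test (TMM scaling, filterByExpr, Benjamini-Hochberg adjusted p of 0.05). The fit leaves 2 residual degrees of freedom and has no interaction term, so it tests E4 against E3 over all 3 conditions, and aged or 5xFAD against young over both genotypes. It tested 14940 genes in the cerebral cortex and 13073 in the hippocampus. The lists were tested by camera in limma with a preset correlation between genes of 0.01 and again with the correlation estimated from the data, adjusted over the 30 lists with enough members in the cortex and 29 in the hippocampus. On simulated counts for E4 against E3, the fit recovered 81.0% of genes changed by 1 log2 unit in the cortex and 79.0% in the hippocampus. The aged and 5xFAD contrasts were not simulated. Real sections may vary more than simulated counts, so these shares may overstate what the fit can find.

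The lists were the disease-associated microglia (DAM), homeostatic microglia, complement, plaque-associated, reactive astrocyte, astrocyte, MHC class I, MHC class II, interferon response, cholesterol synthesis, lipid handling, glycerophospholipid synthesis, glycolysis, HIF1 target, TCA cycle, nuclear OxPhos, mitochondrially encoded, myelin and oligodendrocyte, oligodendrocyte precursor, immediate early, synaptic, hypothalamic and interneuron peptide, choroid plexus, ependymal, leptomeningeal, endothelial and mural, border macrophage and lymphocyte, blood, RNA quality, sex check and label check lists. The plaque-associated list shares 12 genes with the DAM list, 5 with the complement list and 5 with the homeostatic list, and it overlaps genes that the study picked out in these sections. Clec7a was not analysed here. The lists, the rule for named genes, the models and most of the alternatives were fixed before the data were examined. The rule takes, for each E4 against E3 comparison, the 8 genes with the largest ratio each way among genes with at least 100 UMIs whose counting interval excludes 1. For each contrast of the additive model it takes the 10 genes with the largest change each way among those past the threshold and in the same direction in every pair of sections, for each list up to 4 members with at least 100 UMIs, and a fixed set of genes that includes the transgenes, Serpina3n, Gfap, C4b, Trem2, Cst7, Lpl, Itgax, Hif1a, Cd74, Ttr, P2ry12 and Xist.

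Alternatives were relative log expression size factors, DESeq2's Wald test, no filter on low counts, regions from the clustering without section centring, spots with at least 1000 UMIs, spots thinned to 4000 UMIs, the same number of spots of every cluster in each section, each section left out in turn, and other settings of the clustering. Tissue images and single-cell data of the study were not used here. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.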

Results

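Gene expression was mapped in 6 coronal brain sections from E3 and E4 mice that were young, aged or carried the 5xFAD transgenes, with 1 section in each of the 6 groups. The spots used numbered 2670 in the E3 young section, 2367 in E4 young, 2366 in E3 aged, 1688 in E4 aged, 2773 in E3 5xFAD and 2660 in E4 5xFAD. These spots held 37280734, 36132768, 31265274, 20350968, 29641905 and 32091536 UMIs in the same order, with medians of 13659.5, 15362, 12493, 10085.5, 10407 and 12405.5 UMIs per spot. The marker genes placed spots in the cortex, hippocampus, thalamus, hypothalamus, cerebral nuclei, fiber tracts, meninges and ventricular system. Cortex spots numbered 875, 770, 711, 189, 948 and 848 in the same order, so that the E4 aged section held 11.2% of its spots in cortex while the other sections held 30.1% to 34.2%. In that section 140 of the 189 cortex spots came from 1 of the 5 cortical clusters, and 3 clusters gave 8, 6 and 4 spots. Cortical values of E4 aged therefore describe a smaller and differently composed piece of cortex.

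**Figure D1:**
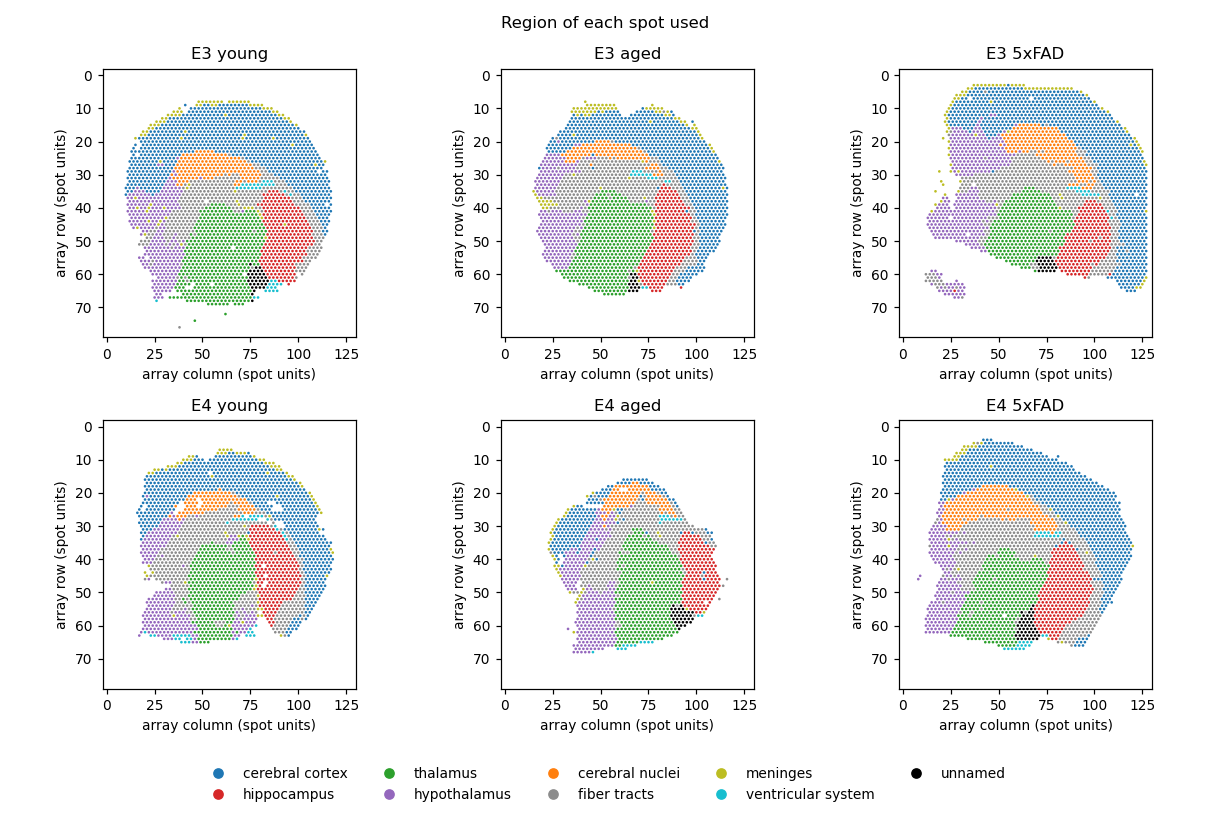
Each panel is 1 section, each point is a spot used, drawn at its array column and row in spot units, and the colour gives its region. The E4 aged section has 189 cortex spots, against 711 to 948 in the other sections.

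The transgenes and the replaced gene were found where the labels place them. In the cortex, human APP stood at 0.281 CPM in E3 young (exact 95% interval 0.0766 to 0.720) and 94.97 in E3 5xFAD (89.8 to 100.4), and at 0.130 in E4 young (0.0157 to 0.468) and 123 in E4 5xFAD (118 to 129). Thy1, whose cassette drives the transgenes, stood at 5089 and 6967 against 834 and 783 in E3 and E4 young. Human APP and Thy1 were thus both higher in the E4 5xFAD section than in E3 5xFAD. Human APOE, the replaced gene, ranged from 554 CPM in E3 aged cortex to 895 in E4 5xFAD cortex. Mouse App stayed between 1175 and 1298 CPM in the cortex of the 6 sections, and UMIs assigned to mouse Apoe made up 67.1 to 84.8 CPM. In the label check list 3 of 7 members passed the threshold in 5xFAD against young cortex, human APP and Thy1 among them. For the sex check list, Xist was present in every section (33.5 to 50.1 CPM in cortex) and Ddx3y had 0 UMIs in the cortex of all 6. The labels give all mice as female.

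**Figure D2:**
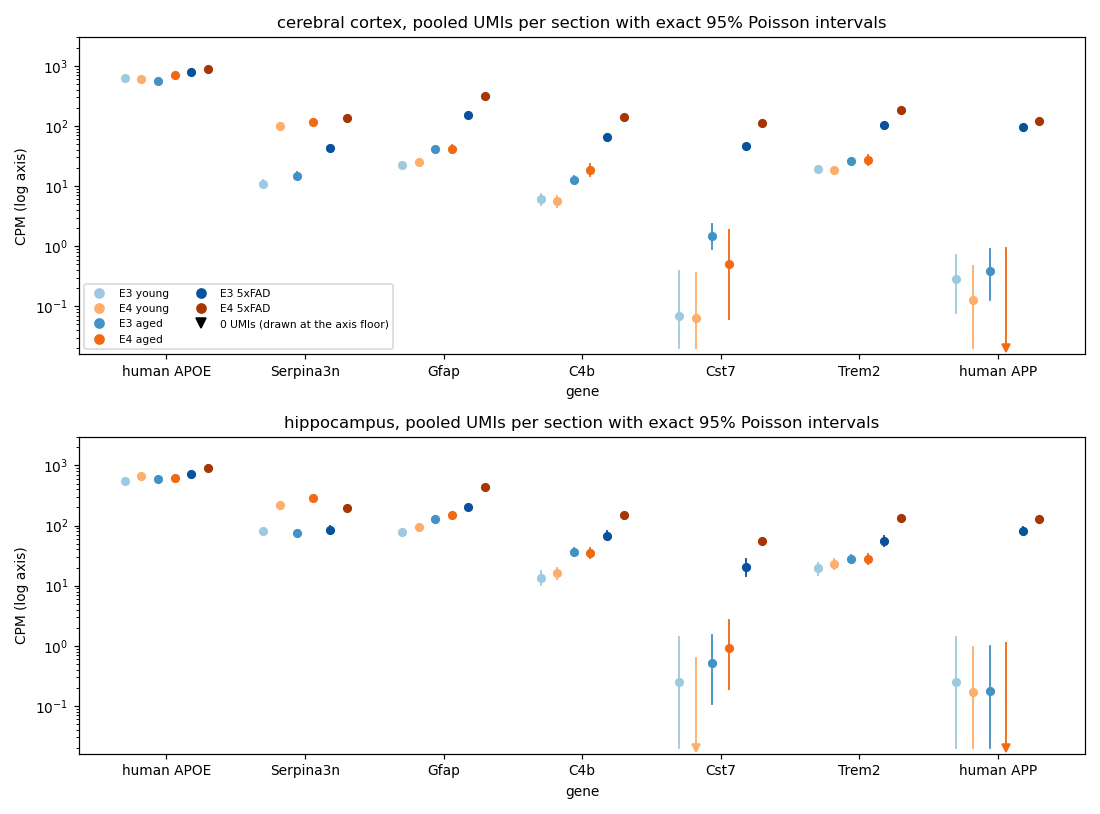
CPM (log axis) of 7 genes in the cortex and hippocampus, with 1 point per section, exact 95% Poisson bars, and triangles for 0 UMIs. Serpina3n was lower in E3 young and E3 aged cortex (10.9 and 14.8) than in every E4 section (98.6 to 138), and Cst7 was highest in E4 5xFAD cortex (112).

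The 5xFAD sections were compared with the young ones to ask which genes differ in both genotypes when amyloid is present. The 5xFAD mice were 12 months old and the young mice 3 months, so this contrast mixes age with the transgenes. By the study's methods they came from a cross of the APOE mice to a B6SJL strain. Strain background may therefore differ from that of the young and aged mice, and it was not modelled. In the cortex, members of the microglial, complement and MHC class I lists rose. Cst7, a lysosomal protease inhibitor and a marker of disease-associated microglia, had 1 UMI in each young section, 46.7 CPM in E3 5xFAD (43.0 to 50.5) and 112 in E4 5xFAD (107 to 118). Its log2 ratio to young was 9.37 in E3 (6.89 to 14.68) and 10.76 in E4 (8.28 to 16.06). The complement gene C4b went from 6.04 to 64.4 CPM in E3 and from 5.57 to 144 in E4. Gfap, the intermediate filament of reactive astrocytes, went from 22.1 to 151 in E3 and from 25.4 to 314 in E4, and the microglial lipid receptor Trem2 from 19.4 to 102 and from 18.2 to 183.

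Over both genotypes, edgeR's quasi-likelihood test called 138 of 14940 genes in the cortex, 124 higher and 14 lower in 5xFAD. Besides the transgenes, the largest increases were those of Cst7 (log2 fold change 9.89 ± 0.45 SE, adjusted p = 0.000216), the inhibitory receptor gene Lilrb4a (5.73 ± 0.80, adjusted p = 0.0257), the chemokine genes Ccl3 (5.72 ± 0.39), Ccl4 (5.50 ± 0.76) and Cxcl10 (5.10 ± 0.86, adjusted p = 0.0496), the integrin gene Itgax (5.61 ± 0.40), C4b (3.99 ± 0.25) and the sialic acid lectin gene Cd22 (3.99 ± 0.55). Each was higher in both genotypes. Among the DAM list, 21 of 35 members rose and none fell, with Lyz2 (3.78 ± 0.20), Cd52 (3.21 ± 0.15) and Trem2 (2.79 ± 0.20) beside Cst7. The list's median log2 fold change was 1.74, and 30 members passed when adjusted over the list alone. Lpl (0.65 ± 0.16, adjusted p = 0.182), Hif1a (0.09 ± 0.10, adjusted p = 0.809) and the invariant chain gene Cd74 (2.20 ± 0.38, adjusted p = 0.0536) did not pass. Of 11 complement members 6 rose (median 1.71), among them C3ar1 (2.70 ± 0.41), C1qa (1.99 ± 0.17) and C1qb (1.90 ± 0.13). Of the homeostatic microglia list, 5 of 15 rose (median 0.81), while the purinergic receptor gene P2ry12 stood at 0.26 ± 0.15 (adjusted p = 0.611).

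The plaque-associated list had 35 of 53 members higher (median 1.13) and 51 when adjusted over the list alone. This is not independent evidence, because the list overlaps genes that the study picked out in the same sections. Of the MHC class I list 5 of 14 rose (median 1.16), with H2-D1 at 1.40 ± 0.12 and the immunoproteasome gene Psmb8 at 1.79 ± 0.20. Of the MHC class II list 0 of 6 passed over all genes and 5 adjusted over the list alone (median 1.51). In the interferon response list 6 of 20 rose (median 1.18), led by Ifi27l2a (3.20 ± 0.21), Lgals3bp (2.29 ± 0.15) and Bst2 (1.79 ± 0.22). In the reactive astrocyte list 6 of 19 rose (median 1.08), with Gfap at 3.14 ± 0.22 and the lipopolysaccharide co-receptor gene Cd14 at 2.51 ± 0.29, whereas Serpina3n stood at 1.08 ± 0.33 (adjusted p = 0.308). The general astrocyte list, with genes such as Aqp4, had a median of -0.03 and 0 of 14 members called. With the preset correlation the DAM, homeostatic, complement, plaque-associated, MHC, interferon and reactive astrocyte lists all passed. None passed with an estimated correlation: adjusted p = 0.0914 with an estimated correlation for the DAM, complement, plaque-associated, MHC class I, interferon and reactive astrocyte lists, 0.205 for the homeostatic list and 0.214 for MHC class II.

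In the cholesterol synthesis list 2 of 25 members passed over all genes and 17 adjusted over the list alone (median 0.39, adjusted p = 0.251 with an estimated correlation), with the synthase gene Fdps at 0.69 ± 0.12 (adjusted p = 0.0538). In the lipid handling list, which shares 4 genes with the DAM list, 2 of 27 rose (median 0.21, adjusted p = 0.145 with an estimated correlation), among them Trem2 and the lysosomal cholesterol carrier gene Npc2 (0.90 ± 0.12). In the glycerophospholipid synthesis list 1 of 41 rose, Pld4 (1.56 ± 0.21), a microglial member of the phospholipase D family that acts as an exonuclease (median 0.09, adjusted p = 0.448 with an estimated correlation). The glycolysis list (median 0.02, adjusted p = 0.332) and the HIF1 target list (0.01, adjusted p = 0.266) shared their only called member, the hexokinase gene Hk2 (1.62 ± 0.26). No member was called in the TCA cycle list (median -0.05), the nuclear OxPhos list (-0.03), the oligodendrocyte precursor list (0.00), the hypothalamic and interneuron peptide list (0.08), the choroid plexus list (-0.04), the leptomeningeal list (-0.04), the endothelial and mural list (-0.09) or the border macrophage and lymphocyte list (0.76, 3 members measured), and camera called none of these 8 at the preset correlation. Myelin and oligodendrocyte genes had a median of -0.10 with 0 of 28 called (adjusted p = 0.605 with an estimated correlation), and ependymal genes -0.49 with 0 of 7 (0.260 likewise).

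The 14 lower genes held 4 hemoglobin genes, Hba-a1 (-3.69 ± 0.42, adjusted p = 0.00991), Hbb-bt (-3.26 ± 0.36), Hbb-bs (-2.96 ± 0.27) and Hba-a2 (-2.93 ± 0.27), so that all 4 measured members of the blood list fell (median -3.11, adjusted p = 0.0914 with an estimated correlation). Of the RNA quality list, the nuclear RNA Malat1 (-1.06 ± 0.16) and Gm42418 (-0.92 ± 0.13), a gene that overlaps ribosomal RNA sequence, fell, and the list's median was -0.36 (adjusted p = 0.205 with an estimated correlation). The other named decreases were B230209E15Rik (-2.42 ± 0.19), the splicing factor gene Rbfox1 (-1.03 ± 0.15), the complexin gene Cplx3 (-0.95 ± 0.12) and Btg2 (-0.82 ± 0.13), and all were lower in both genotypes. Btg2 was the 1 of 27 immediate early members that passed (median -0.27, adjusted p = 0.312 with an estimated correlation). The mitochondrially encoded list had a median of -0.60 with 0 of 13 members called over all genes and 11 adjusted over the list alone (adjusted p = 0.287 with an estimated correlation), and the synaptic list -0.12 with 0 of 30 (0.310 likewise). The count of 138 became 58 without E3 young, 33 without E4 young, 48 without E4 5xFAD, 916 without E3 aged (520 higher, 396 lower) and 920 without E4 aged (523 higher, 397 lower), where the balance of higher and lower genes was more even, and it was 82 with the same spots of each cluster in every section. Blood and RNA quality genes moved with the 5xFAD pair, whose tissue preparation, age, strain background and any slide or run cannot be separated from the transgenes.

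In the hippocampus 99 of 13073 genes passed, 75 higher and 24 lower. The largest increases beyond the transgenes were those of Cst7 (8.22 ± 0.48, adjusted p = 9.95e-08), Itgax (4.33 ± 0.90), Ccl3 (4.09 ± 0.69), Ccl4 (3.82 ± 0.81), the small membrane glycoprotein gene Cd52 (3.50 ± 0.39), the phosphatase gene Ptpn6 (2.94 ± 0.40), C4b (2.83 ± 0.22) and the galectin gene Lgals3 (2.76 ± 0.58), each higher in both genotypes. Cst7 had 1 UMI in E3 young and 0 in E4 young hippocampus, so that its fitted change depends on the model's prior count, and it stood at 20.5 CPM in E3 5xFAD and 54.9 in E4 5xFAD. The DAM list had 18 of 33 members higher (median 1.297), the complement list 4 of 7 (1.57), the homeostatic list 5 of 15 (0.76), the MHC class I list 3 of 11 (0.87), the interferon list 3 of 18 (1.13) and the reactive astrocyte list 1 of 16 (0.70), namely Gfap (1.77 ± 0.17). Their adjusted p with an estimated correlation was 0.154, 0.124, 0.124, 0.124, 0.124 and 0.170. The plaque-associated list had 30 of 52 higher (median 0.91, adjusted p = 0.136 with an estimated correlation), with the same limit on its independence. Of the MHC class II list 0 of 3 passed over all genes and 2 adjusted over the list alone (median 2.56, adjusted p = 0.406 with an estimated correlation). Serpina3n stood at -0.16 ± 0.14 (adjusted p = 0.813). Of 13 mitochondrially encoded genes 11 fell (median -0.45, adjusted p = 0.124 with an estimated correlation), among them mt-Atp8 (-0.94 ± 0.19) and mt-Co1 (-0.41 ± 0.07). Hba-a1 (-3.56 ± 0.66), Hbb-bs (-1.97 ± 0.37), Malat1 (-1.02 ± 0.12), Gm42418 (-0.88 ± 0.13), the transcription factor genes Nr2f1 (-0.84 ± 0.13) and Nr4a1 (-0.68 ± 0.14), Crym (-0.66 ± 0.13), Fam118a (-0.83 ± 0.18) and 2810029C07Rik (-1.72 ± 0.29) fell too, each in both genotypes. The count was 161 without E3 young, 252 without E3 aged, 261 without E4 aged, 163 without E3 5xFAD and 45 without E4 5xFAD, and DESeq2 called 39.

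**Figure D3:**
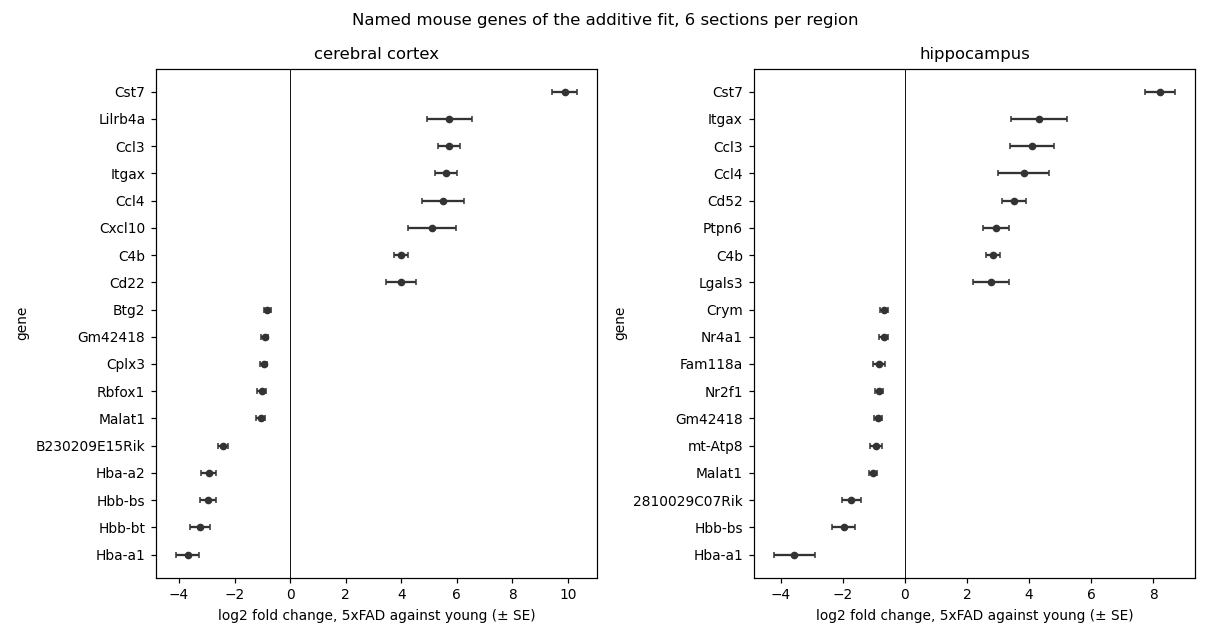
Log2 fold change of 5xFAD against young (± SE) for the mouse genes named by the fixed rule, from 6 sections per region. Cst7 leads the increases in the cortex (9.89) and in the hippocampus (8.22), and hemoglobin genes lead the decreases (Hba-a1 at -3.69 and -3.56).

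The E4 5xFAD section was set against E3 5xFAD to ask whether the response to amyloid differs with APOE genotype. Genes of activated microglia, reactive astrocytes and complement were higher in E4 in the cortex and the hippocampus. In the cortex all 35 measured DAM members had a higher value in E4, with a median log2 ratio of 0.61 (0.39 to 0.69), above the range of matched random lists (0.00 to 0.15). Cst7 was higher by a log2 ratio of 1.26 (1.13 to 1.40), the chemokine gene Ccl4 by 1.79 (1.35 to 2.25), Cd74 by 1.15 (0.81 to 1.499), Gpnmb by 0.99 (0.60 to 1.39) and Trem2 by 0.85. Lpl, a lipase gene, stood at 19.0 CPM in E3 and 29.9 in E4, Itgax at 6.73 and 12.0, and Hif1a at 54.0 and 66.9. In the hippocampus all 33 measured DAM members were higher in E4, with a median of 0.75 (0.38 to 0.95), led by Cst7 (1.42, 0.95 to 1.93), the chemokine gene Ccl6 (1.41, 0.57 to 2.37), the lysosomal gene Cd68 (1.29, 0.80 to 1.81) and Trem2 (1.25, 0.96 to 1.56). The hippocampal median was lower, 0.43, over members with at least 100 UMIs, and 0.48 by the mean share per spot. In the young pair the DAM median was -0.06 in the cortex (-0.16 to -0.03) and 0.09 in the hippocampus (-0.10 to 0.25), and in the aged pair 0.07 (-0.05 to 0.27) and -0.03 (-0.12 to 0.06). These are values of 1 section against 1, so that differences between mice are not covered, and human APP and Thy1 were higher in E4 as well.

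**Figure D4:**
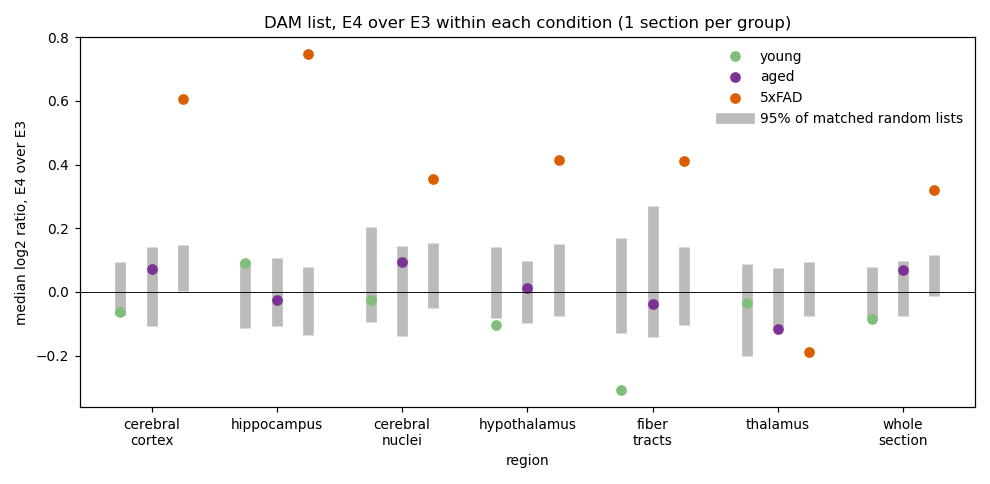
Median log2 ratio of the DAM list, E4 over E3, in each region and condition (points, 1 section per group), with the central 95% of matched random lists as grey bars. In 5xFAD the median was 0.61 in the cortex and 0.75 in the hippocampus, and -0.19 in the thalamus.

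The higher values extended to related lists in the 5xFAD cortex. The reactive astrocyte list had 16 of 19 members higher in E4 (median 0.50), with Serpina3n at 1.66, Gfap at 1.05 and the cytokine receptor gene Osmr at 1.04. The complement list had 10 of 11 members higher (0.33), with C4b at 1.16 and C3ar1 at 0.997. The interferon response list had 20 of 21 higher (0.32), led by Isg15 (1.03, 0.49 to 1.59) and Bst2 (0.69). The plaque-associated list had 51 of 53 higher (0.33), and it overlaps genes that the study picked out in these sections. Each of these medians lay above 99% of matched random lists. The homeostatic microglia list (0.12) and the MHC class I list (0.14) lay inside the random range, and P2ry12 stood at 39.9 CPM in E3 and 37.2 in E4. Outside microglia, all 28 measured myelin and oligodendrocyte members were higher in E4 (median 0.36), with Mobp at 0.88 and Cldn11 at 0.70. The mix of cortical clusters differed between these sections. The largest cluster had 295 spots in E3 5xFAD and 173 in E4 5xFAD, and the next 253 and 349. Only the DAM median was taken again with the same number of spots of each cluster, so this limit holds for the other lists. All 13 mitochondrially encoded genes were lower (median -0.64), mt-Atp8 by the most (-1.46). The cholesterol synthesis list had 21 of 25 members higher in E4 (0.21), and the glycolysis (0.07) and HIF1 target (0.13) lists lay inside the random range. The median of all genes was 0.08 in this pair, and in 5xFAD against young cortex it was 0.06 in E3 and 0.12 in E4.

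Immediate early genes, which neurons switch on with activity, were also higher in E4 5xFAD. In the cortex 23 of 27 members were higher (median 0.54), with Npas4 at 8.02 CPM in E3 and 48.1 in E4, and Fos at 19.9 and 65.7. In the hippocampus Npas4 (log2 ratio 2.94, 2.24 to 3.74), Fos (2.76, 2.15 to 3.43), Fosb (2.03, 1.29 to 2.87) and Gadd45g (1.96, 1.58 to 2.36) were among the 8 genes with the largest ratios. Oxt (4.34 in the cortex, 4.01 in the hippocampus), Avp (4.14 and 3.90) and Ttr (2.28 and 2.41) were among the 8 highest in both regions. In the other direction, Pmch (-10.13 and -8.25) and Hcrt (-7.27 and -8.55) were among the 8 lowest in both. Oxt, Avp, Pmch and Hcrt are hypothalamic peptides and Ttr is a choroid plexus product, which cortical and hippocampal cells make little of. The sections differed likewise in the whole: Ttr made up 947 CPM in E3 5xFAD and 4777 in E4 5xFAD. The other named genes of the cortex were Ecrg4 (2.33), another choroid plexus gene, Cxcl10 (2.02) and Lilrb4a (1.78), and on the lower side Gm47283 (-4.74), Gal (-2.38), Gm21887 (-2.08), Cfap54 (-1.89), Dach1 (-1.75) and the neuronal noncoding RNA Bc1 (-1.65). In the hippocampus they were C2cd4b (2.40), and lower Gm47283 (-5.30), Cartpt (-1.44), Lrrc17 (-1.17), the nitric oxide synthase gene Nos1 (-1.16), Rerg (-1.15) and Adgrf5 (-1.13).

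Further lists of the hippocampus showed a similar direction in 5xFAD. The reactive astrocyte list had 16 of 18 members higher in E4 (median 0.73), with Serpina3n at 1.21 (0.97 to 1.45) and Gfap at 1.08 (0.93 to 1.24). The complement list had 7 of 8 higher (0.68), with C4b at 1.15 (0.88 to 1.42) and C1qc at 0.68 (0.48 to 0.89). The MHC class II list had 4 of 4 higher (1.60) and the interferon list 11 of 16 (0.38). The plaque-associated list had 47 of 52 (0.53), with the overlap given above. The homeostatic list had 8 of 15 higher (0.09, inside the random range). The depth of this pair differed, with a median of 6283.5 UMIs per hippocampal spot in E3 5xFAD and 17439 in E4 5xFAD.

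In other regions of the 5xFAD pair the DAM median, E4 over E3, was 0.41 in the hypothalamus, 0.36 in the cerebral nuclei and 0.41 in the fiber tracts. In the thalamus it was -0.19, below all matched random lists, with 8 of 35 members higher in E4. Thalamic Cst7 stood at 171 CPM in E3 5xFAD (159 to 184) and 125 in E4 5xFAD (115 to 135), and Trem2 at 248 (233 to 263) and 230 (217 to 243). C4b (117 and 166) and Serpina3n (197 and 256) were nevertheless higher in E4 there. Against young, the thalamic DAM median was 2.46 in E3 and 2.76 in E4, larger than in the cortex (1.39 and 2.08). The median thalamic spot held 95.9 DAM UMIs per 10000 in E3 5xFAD and 108 in E4 5xFAD, so that the order of the 2 sections there depends on the measure.

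**Figure D5:**
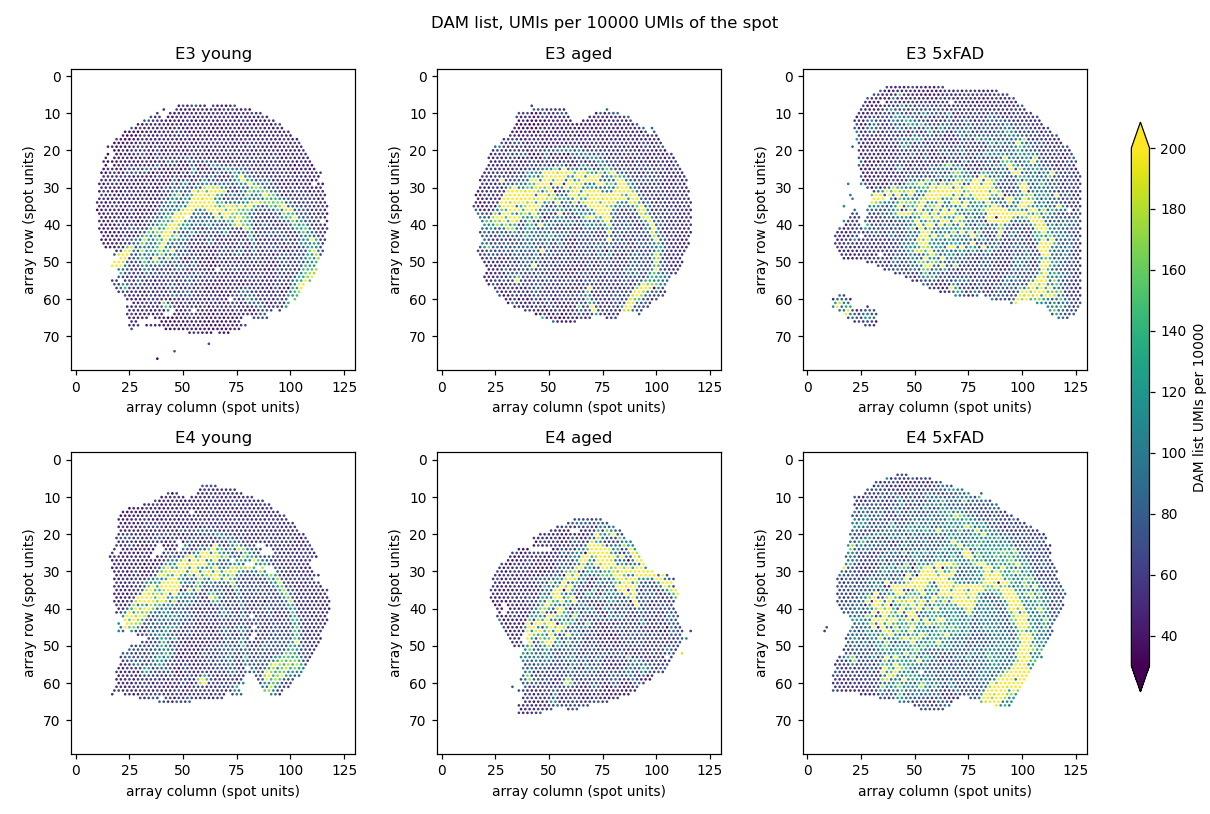
UMIs of the DAM list per 10000 UMIs of each spot, drawn at its array column and row, with 1 panel per section. The median cortical spot held 68.8 in E3 5xFAD and 85.2 in E4 5xFAD against 52.5 to 56.6 in the other 4 sections, and the median thalamic spot 95.9 and 108.

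Clustering of all spots without section centring gave a group of spots that was nearly all from the 5xFAD sections. This cluster held 863 spots, 99.7% of them in the 5xFAD pair, and made up 14.0% of spots in E3 5xFAD (389 of 2773, exact 95% interval 12.8 to 15.4%) and 17.7% in E4 5xFAD (471 of 2660, 16.3 to 19.2%), against 1, 0, 1 and 1 spots in E3 young, E4 young, E3 aged and E4 aged. Another cluster, in the thalamus, had 83.0% of its spots in the pair, with 339 spots in E3 5xFAD (12.2%) and 410 in E4 5xFAD (15.4%). The first cluster took in 40.5% of cortex spots in E3 5xFAD and 54.8% in E4 5xFAD. No cluster had over 60% of its spots in 1 section, and the highest share was 54.6%, for the first cluster in E4 5xFAD. When each spot was thinned to 4000 UMIs, the matching cluster had 62.2% of its spots in E4 5xFAD. The transgenes and glial response genes differ between the groups and lead this cluster, and it was found again without either (98.5% and 98.8% of its spots in the 5xFAD pair). Since 1 section stands for each group, the shares describe these sections alone.

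Aged and young sections were compared for changes that come with age in both genotypes. Immediate early genes rose in the aged hippocampus. Fosb (log2 fold change 4.74 ± 0.25 SE, adjusted p = 5.57e-08), Npas4 (4.28 ± 0.35), Fos (3.60 ± 0.31), Btg2 (3.46 ± 0.17, adjusted p = 2.19e-08), Gadd45g (3.25 ± 0.26), Arl4d (2.81 ± 0.18) and the RNA decay factor gene Zfp36 (2.31 ± 0.39) were higher in both genotypes, and 16 of 27 members of the immediate early list passed (median 0.90, 20 adjusted over the list alone, adjusted p = 0.119 with an estimated correlation). Hemoglobin genes rose beside them, Hba-a1 by 2.95 ± 0.25, Hba-a2 by 2.80 ± 0.23 and Hbb-bs by 2.25 ± 0.22, all 4 measured members of the blood list (median 2.53, adjusted p = 0.0888 with an estimated correlation). The study's methods describe perfusion of the mice. Whether perfusion or handling differed between aged and young mice is not given, so neither can be separated from age for the blood and immediate early genes. C4b was the 1 of 7 complement members that rose (1.36 ± 0.25, adjusted p = 0.0235), with a list median of 0.40 (adjusted p = 0.495 with an estimated correlation). The plaque-associated list had 2 of 52 higher, with the limit given above. The DAM list had a median of 0.33 with 0 of 33 called and 2 adjusted over the list alone, and Gfap stood at 0.71 ± 0.17 (adjusted p = 0.211). Only Lrrc17 fell (-0.61 ± 0.11, adjusted p = 0.0233). In all 35 genes passed (34 higher, 1 lower), and the count was 75 without E3 young, 101 without E3 aged, 62 without E4 aged and 18 by DESeq2.

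In the aged cortex 3 genes passed, all higher: Fosb (2.76 ± 0.13, adjusted p = 0.000834), Gadd45g (2.12 ± 0.16, adjusted p = 0.0125) and the antiproliferative gene Btg2 (1.60 ± 0.12, adjusted p = 0.0125). The immediate early list had 2 of 27 members called (median 0.48, adjusted p = 0.660 with an estimated correlation). By genotype, its median was 0.75 in E3 and 0.03 in E4, and Npas4 had a log2 ratio of 3.32 in E3 and 3.12 in E4. C4b, Lyz2 and Gfap were higher in both genotypes without passing. C4b had a log2 ratio of 1.07 in E3 and 1.73 in E4, the lysozyme gene Lyz2 of 1.32 and 1.03, and Gfap of 0.88 and 0.73. The DAM list had a median of 0.11 with 0 of 35 called and 5 adjusted over the list alone (adjusted p = 0.660 with an estimated correlation). Myelin genes had a median of -0.19 with 0 of 28 called and 6 adjusted over the list alone (adjusted p = 0.660 with an estimated correlation). The cortical count rested on single sections: it was 810 without E3 aged, 47 without E4 aged, 1 without E4 young, 14 without E3 5xFAD and 12 without E4 5xFAD. DESeq2 called 14 genes, no low-count filter gave 20, and the same spots of each cluster gave 11.

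E4 and E3 were compared across all 3 conditions for genes that go with the genotype itself. Serpina3n, a protease inhibitor gene of reactive astrocytes on chromosome 12 (104406729 to 104414329, plus strand), was higher in E4 in every pair. In the cortex it stood at 10.9 CPM in E3 young (9.25 to 12.7) and 98.6 in E4 young (93.7 to 104), at 14.8 and 119 in the aged pair and at 43.6 and 138 in the 5xFAD pair. The additive model gave a cortical log2 fold change of 2.51 ± 0.28 that did not pass (adjusted p = 0.171). In the hippocampus it passed, at 1.56 ± 0.11 (adjusted p = 4.38e-06). Eps8l1, on chromosome 7 (4460674 to 4480487, plus strand), passed in both regions, at 3.85 ± 0.29 in the cortex (adjusted p = 0.0144) and 5.16 ± 0.53 in the hippocampus (adjusted p = 0.000248). Gm47283, annotated at the end of chromosome Y (90784738 to 90816464, plus strand), was lower in E4 in both, at -4.78 ± 0.18 (adjusted p = 0.000214) and -5.38 ± 0.19 (adjusted p = 2.36e-10). It was counted in these sections of female mice although Ddx3y, a gene of the male-specific part of the Y chromosome, had 0 UMIs in the cortex.

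Eps8l1 and Gm47283 were the 2 cortical genes past the threshold, with 802 genes at an unadjusted p under 0.05 and 7 called by DESeq2. Without E3 young, and likewise without E4 young, not both of these genes were called again. In the hippocampus 11 genes passed, 5 higher and 6 lower, and DESeq2 called 7. Besides those above, the neuropeptide gene Cort (1.24 ± 0.17, adjusted p = 0.00542), Btg2 (0.88 ± 0.14) and mt-Co1 (0.39 ± 0.06) rose. The noncoding RNA 3300002P13Rik (-2.89 ± 0.36, adjusted p = 0.0023), Lrrc17 (-0.97 ± 0.09, adjusted p = 8.81e-05), the autophagy kinase gene Ulk2 (-0.56 ± 0.10) and Bc1 (-0.50 ± 0.07) fell in every pair, and Hba-a1 (-1.43 ± 0.24) fell without the same direction in each. The mouse Apoe locus, which the human gene replaces, lies on chromosome 7 (19696109 to 19699188, minus strand), as do Eps8l1, 3300002P13Rik (3421665 to 3423445, minus strand) and, far from it, Bc1 (144914470 to 144914637, plus strand). In the hippocampus the reactive astrocyte list had a median of 0.46 with Serpina3n its 1 called member (adjusted p = 0.516 with an estimated correlation), the DAM list 0.27 with 0 of 33 called (0.642 likewise) and the immediate early list 0.28 with 1 of 27 (0.516 likewise). In the cortex the DAM median was 0.20 with 0 of 35 called (preset adjusted p = 3.13e-05, adjusted p = 0.848 with an estimated correlation). The cortical count was 193 without E3 aged, 191 without E4 aged and 8 without either 5xFAD section, and the hippocampal count was 42 without E3 young, 43 without E4 young, 121 without E3 aged, 118 without E4 aged, 30 without E3 5xFAD and 31 without E4 5xFAD.

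Within the young pair, E4 cortex had lower values of microglial genes. All 15 homeostatic members were lower in E4 (median log2 ratio -0.35, below all matched random lists), with Fcrls at -0.87 (-1.13 to -0.61), P2ry13 at -0.76, Olfml3 at -0.67 and Gpr34 at -0.67. The complement list stood at -0.29, with C1qc at -0.47 and C1qa at -0.41. The other named genes higher in E4 were Ctxn3 (2.07), C1ql2 (1.63), Egr2 (1.36), Gm27030 (1.14), Ifit3 (1.01) and Gadd45a (0.99). Lower were Avp (-7.02), Oxt (-5.01), Ttr (-2.11), Hcrt (-1.99), Ecrg4 (-1.97), the immunoglobulin gene Ighm (-1.64) and Wdfy1 (-1.63). Immediate early genes (0.32) and myelin genes (0.19) were higher in E4 young cortex, and the choroid plexus list was lower (-1.06). In the young hippocampus Ldb2 (1.75), Ccn3 (1.73), Cort (1.66) and Adgrl2 (1.49) were higher in E4, and Cyp26b1 (-1.48), Wdfy1 (-1.46) and Cpne9 (-1.43) were lower. Myelin genes had a median of 0.38 there, with 26 of 28 members higher, and cholesterol synthesis genes -0.20, with 21 of 25 lower. Other lists also left the range of matched random lists in this pair. The RNA quality list (-0.26, 5 of 6 members) and the blood list (-0.78, 4 of 4) were lower in E4. The immediate early list (0.34, 21 of 27) and the ependymal list (0.88, 6 of 6) were higher.

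Within the aged pair, in the cortex, Cyp26b1 (3.14), the peptide gene Nts (2.84), Nr2f2 (2.33), Rxrg (2.25), Lypd1 (2.20), Ptpn14 (1.98) and Ndst4 (1.84) were higher in E4, and Gm765 (-3.39), Olfml2b (-2.90), Prl (-2.81), Ighm (-2.46), Rspo1 (-2.33), Syt2 (-2.29) and Ovol2 (-2.29) were lower. These stand beside the 189 cortex spots of E4 aged and their different clusters. Immediate early genes were lower in E4 aged cortex (median -0.33, 20 of 27 members lower), with Ier5 at -1.04 and Arc at -0.91, as was the blood list (-0.88). The oligodendrocyte precursor list was higher (0.34, 9 of 9 members). In the aged hippocampus, where the sections had 281 and 191 spots, Ttr (1.81), the dentate gyrus gene Tdo2 (1.59), the cold-inducible gene Rbm3 (1.305), Cort (1.203), Gm5914 (1.14), Prox1os (1.13) and Vrk1 (1.03) were higher in E4. Wdfy1 (-1.82), Hba-a1 (-1.73), Hba-a2 (-1.47), 2210408F21Rik (-1.43), Hbb-bs (-1.34) and Plxnd1 (-1.296) were lower, and 3300002P13Rik had 140 UMIs in E3 and 1 in E4 (log2 ratio -6.33, -11.65 to -3.83). Cholesterol synthesis genes were lower in E4 there too (median -0.26, 20 of 25 members).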

Values the study reported

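The study analysed 16,979 spots across its 6 brains and found 18 clusters, of which it described 17 as anatomically conserved. It described the remaining cluster as almost exclusive to the E4 5xFAD brain and mainly cortical. Against plaque staining of an adjacent section, it reported a 3-fold higher number of significantly correlated DAM genes in E4.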

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

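The tests on software version, on the cluster shared by the 5xFAD sections, on other splits of the sections and on chromosome 7 were chosen after the results were seen, as were the rule for opposite list medians and the 25 Mb window, while those on transgene RNA and on different spots were written down before their results, although after the data were first seen.

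The DAM list, E4 over E3 in 5xFAD, had a median log2 ratio of 0.75 in the hippocampus and -0.19 in the thalamus, which are opposite directions in the same pair of sections. The difference between regions was not tested across mice. The thalamic direction depends on the measure, since the median thalamic spot held 95.9 DAM UMIs per 10000 in E3 and 108 in E4, and the thalamic median against young was 2.46 in E3 and 2.76 in E4. In the cortex, where the median was 0.61, spots matched between the 2 sections on Thy1 UMIs (617 spots per section, 20 strata, Thy1 at 5947 CPM in E3 and 6069 in E4) kept a median of 0.39, above the upper limit of matched random lists (0.15). Higher transgene RNA in the same spots may therefore carry part of the difference, and this value argues against it as the whole cause. The matching cannot decide on a higher transgene dose in the whole E4 mouse, because DAM genes did not follow local RNA between regions. Human APP stood at 17.8 and 25.5 CPM in the thalamus of E3 and E4 5xFAD, against 94.97 and 123 in the cortex. The rise of DAM genes over young was nevertheless larger in the thalamus. With the same number of spots of each cluster the cortical median was 0.54 against a random limit of 0.14, which argues against the choice of spots. The E3 5xFAD counts came from another software version. The comparison of regions assumes that this shifted a gene alike in all of them, and a shift that differs between regions was not tested. The members' ratios differed between cortex and thalamus by a median of 0.79 (0.45 to 0.98), higher in the cortex for 32 of 35 members. This argues against an equal shift from the version as the whole cause of the difference. Over 9666 genes the ratios of the 2 regions had a correlation of 0.47, so a shift shared by both regions, from the version or the mice, may carry part of it. The study reported a larger plaque area in the section with APOE4 and amyloid transgenes than in its APOE3 counterpart. It states that scoring plaque intensity spot by spot at least partly eases this concern. Those scores were not used here. A higher transgene dose, more plaque, a stronger response to the same plaque, and variation between mice remain open and were not tested here.

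A second pattern is the cortical cluster that only the 5xFAD sections held in number. At a resolution of 1.2, without regression and with thinned spots, 4, 3 and 2 clusters had over 90% of their spots in the 5xFAD pair. Without the transgenes, human APOE and Thy1 among the clustered genes, the matching cluster still had 98.5% of its spots in the 5xFAD pair, and without the DAM, complement, plaque-associated, reactive astrocyte, MHC and interferon lists it had 98.8%. Neither set of genes alone holds the cluster together. Blood genes were lower in 5xFAD than in young cortex by a median log2 fold change of -3.11, and Malat1 and Gm42418 were lower as well, so a difference in how the 5xFAD pair was prepared cannot be told apart from an effect of the transgenes, because both sections with transgenes may share it. The same holds for age, 12 months against 3 and 24 in the other pairs, and for strain background. It also holds for the name prefix that the 5xFAD pair shares and the other 4 sections lack.

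The last pattern weighed is the small set of genes called between E4 and E3 over the 3 conditions. In the hippocampus 2 of the 11 called genes (18.2%), Eps8l1 and 3300002P13Rik, lie within 25 Mb of mouse Apoe, against 365 of 13062 tested genes (2.79%; one-sided Fisher's exact p = 0.0363). The window and the test were set after these 2 genes had been seen on chromosome 7, so the p restates what prompted it and decides nothing. A stretch of another strain around the replaced gene stays open. By the study's methods both lines have the same donor background, so such a stretch would have to differ between them, and Serpina3n lies on chromosome 12. The 6 sections make 10 splits into 3 and 3, too few for a share under 0.05. Condition stays in the model of every split, so only splits with 1 section of each condition on each side use all 3 pairs. Among these in the hippocampus the real split called 11 genes and the others 4, 0 and 4. In the cortex the real split called 2 genes and the others of this kind 3, 0 and 1. Splits of this kind are too few to decide whether the real one stands out. Each other split rests on 1 pair, 1 section against 1, with the spread taken from the other pairs, so its count decides nothing. The aged pair is among these, and E4 aged has 189 cortex spots. Without E3 aged or E4 aged the real split called 193 or 191 genes. No biological explanation for these genes was tested.

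Other list medians went in opposite directions between conditions, E4 over E3, and none of these differences was tested. Immediate early genes in the cortex stood at 0.54 in 5xFAD and -0.33 in the aged pair. Choroid plexus genes stood at 1.53 in 5xFAD and -1.06 in the young pair in the cortex, and at 1.01 and -1.60 in the hippocampus. Blood genes in the cortex stood at 0.35 in the young and -0.88 in the aged pair. Outside the tissue mask, 2736 barcodes carried UMIs that no comparison used, with a median of 5334.5 UMIs for the 6 such barcodes of E3 5xFAD and 467.5 to 1622.5 in the other sections. UMIs on human genes other than the 3 kept were few, at most 0.0451% of UMIs, in E3 5xFAD.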

How the results depend on the processing

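The same number of spots per cluster, the thinned DAM medians, the clusterings without transgenes or immediate early genes, and every alternative for the cluster picked by its share in the 5xFAD pair were chosen after seeing the data, and the other alternatives before the data were examined. No paired analysis was possible because each group had 1 section and the labels pair no sections.

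Of 42 alternative DAM medians 40 stayed inside the interval of the reported median, and the exceptions were young medians with thinned spots, -0.0114 in the cortex and -0.11 in the hippocampus. In 5xFAD the median ranged from 0.47 to 0.61 in the cortex and from 0.43 (at least 100 UMIs) and 0.48 (mean share per spot) to 0.78 in the hippocampus, above matched random lists throughout. Of the alternative gene counts 31 stayed within 1.5 times the reported count and 41 did not. The sign changed for the young hippocampus (0.09 to -0.11) and for the aged hippocampus (-0.03 to 0.03 with the same spots of each cluster), whose intervals both include 0. The cause was not tested for any change below, except that leaving out a section or spots leaves less data.

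Without the low-count filter the counts were 16 for E4 against E3, 20 for aged and 332 for 5xFAD in the cortex, and 96, 85 and 253 in the hippocampus, and all genes called with the filter were among them. DESeq2 called 7 and 14 in the cortex for E4 against E3 and aged, and 7, 18 and 39 in the hippocampus. The same spots of each cluster gave 11 for aged and 82 for 5xFAD in the cortex, with 67 of the 138 genes shared. Relative log expression size factors gave 137 of the same 138 genes. Leaving out each section in turn, where the lone section of a group is assumed to vary like the others, gave 2 to 193 genes for E4 against E3 in the cortex (193 without E3 aged), 1 to 810 for aged (1 without E4 young, 810 without E3 aged) and 33 to 920 for 5xFAD (33 without E4 young, 920 without E4 aged). In the hippocampus it gave 30 to 121 (30 without E3 5xFAD, 121 without E3 aged), 42 to 101 (the same sections) and 45 to 261 (45 without E4 5xFAD, 261 without E4 aged).

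The share of the 5xFAD cluster in E4 5xFAD was 17.7%, and became 20.9% at a resolution of 0.5, 13.1% with genes centred within sections, 34.3% with spots thinned to 4000 UMIs and 26.2% without regression. In E3 5xFAD it was 14.0%, and became 9.12%, 16.2% and 17.8% under the last 3. With centring, which removes differences between sections, the nearest cluster had only 59.6% of its spots in the 5xFAD pair and no cluster passed 90%, so the cluster itself was lost. The rule of over 60% in 1 section picked the 5xFAD cluster only with thinned spots, with the same 34.3% and 16.2%. Clusters of E4 young passed it under thinning, at a resolution of 1.2, without the response lists, without regression, with centring, with Leiden and without immediate early genes (highest share 91.5% to 100%). Thinning left out 211 to 693 spots per section. Depth limits the hippocampus of E3 5xFAD most, at 1996608 UMIs against 3290092 to 5818358 in the other sections.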

Other observations

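The regions outside the cortex and hippocampus were measured in the same sections, and no test was run on them beyond those named above, so all values here are from 1 section per group and were looked at after the main comparisons. In the young pair, genes of resting microglia were lower in E4 in some regions beyond the cortex. The homeostatic list had a median log2 ratio of -0.86 in the fiber tracts (0 of 15 members higher in E4), -0.55 in the cerebral nuclei (2 of 14) and -0.44 in the hypothalamus (0 of 15), and the complement list stood at -0.79, -0.44 and -0.42. Both lists lay inside the range of matched random lists in the thalamus (-0.22 and -0.08) and in the hippocampus (-0.08, 6 of 15 higher, and -0.10). In the fiber tracts Trem2 stood at 40.9 CPM in E3 young and 22.9 in E4 young, and C4b at 61.0 and 34.8, while Serpina3n went the other way, at 18.4 and 134. Lower shares of microglial transcripts and a higher share of Serpina3n thus occurred together in the E4 section at 3 months, in a mouse without the amyloid transgenes. Myelin genes in the fiber tracts were lower in E4 in the young pair (-0.42, 0 of 28 higher) and the aged pair (-0.45, 1 of 28), and nearly level in the 5xFAD pair (-0.03).

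The thalamus held more DAM transcripts than the cortex in both 5xFAD sections. They made up 95.9 per 10000 UMIs of its median spot in E3 5xFAD and 108 in E4 5xFAD, against 68.8 and 85.2 in the cortex. Against young, the thalamic complement list stood at 2.504 in E3 and 2.44 in E4 and the homeostatic list at 1.51 and 1.41. Interferon response genes there stood at 0.82 in E3 and 1.47 in E4 against young. Between the E4 and E3 sections in 5xFAD they stood at 0.65, with 19 of 20 members higher in E4. The median ratio of the DAM list there was -0.19. The E4 values against young rest on the 395 spots placed in the thalamus of E4 young, where the clustering without section centring placed 289. Complement genes were higher in aged sections outside the cortex too. Aged against young, the complement list stood at 0.84 in E3 and 0.64 in E4 in the thalamus, at 0.52 and 0.97 in the fiber tracts and at 0.35 and 0.90 in the hypothalamus. Immediate early genes were higher in aged sections in the thalamus (0.81 and 0.29), hypothalamus (0.83 and 0.68) and fiber tracts (1.03 and 0.73) too. These genes respond within minutes to handling of an animal, which the labels do not record.

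The study described a cortical cluster found almost only in the E4 5xFAD section. In the clustering here the nearest cluster was shared by both 5xFAD sections, with 389 spots in E3 and 471 in E4, and came closest to that description with spots thinned to 4000 UMIs, where 62.2% of its spots were in E4 5xFAD. Over all settings tried, 34.6% to 62.2% of the matching cluster's spots were in E4 5xFAD, so under none was the matching cluster almost only in that section. The other clusters of the alternative settings were not all examined for this. Whether the spots used make the difference was not tested.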
